A study of Mus musculus with 6 samples.

How the data were processed

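The series holds 6 samples of E14 mouse embryonic stem cells, grouped by the treatment given in the labels: total RNA of 2 control siRNA and 2 *Son* siRNA samples, and Nanopore cDNA of 1 sample of each kind. Replicate numbers were taken from the sample titles.

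For total RNA, the authors deposited counts of split and unsplit reads at both junctions of each intron, made with SPLICE-q per the labels, 1 table per library. The tables also hold a score, a fraction from 0 to 1 that the authors describe in the labels as the intron's splicing efficiency. Checked on the tables, this deposited fraction equals the split reads over all reads at both junctions, and every listed junction had at least 10 reads. The labels give no aligner, annotation, genome build or SPLICE-q settings, and do not say whether reads were counted by strand, so values of genes that overlap on opposite strands are uncertain. For the long reads, the authors deposited counts of reads per transcript with each transcript's length, per the labels. How reads were aligned and assigned is not stated there. The description of both long-read samples names the same total RNA knockdown sample as starting material, for the control too, so the relation of the long-read control to the total RNA replicates is unclear and no pairing between the assays was used.

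Introns repeated in the tables for several transcripts were reduced to 1 entry per chromosome, strand, start and end. Introns listed in all 4 libraries were used. The 681 of them listed under more than 1 gene were kept in the tests of introns and left out of sums per gene. Gene names, transcript types and transcript sequences came from the mouse GENCODE M21 annotation by identifier. Of 11976 genes in the tables, 93 had no name there, and 98.6% of the long-read transcript identifiers, with 99.6% of the reads, were found. Intron positions were not taken from that annotation: of 67555 introns compared, 99.6% had the same length in it and 2.55% the same position, so the tables use another genome build. The sequence of that build was not used here, and the planned comparisons by intron GC content and splice site strength were not run. In their place, the GC content of up to 100 nt of exon on each side of an intron was computed from the transcript sequences, for 98.5% of the tested introns; this measure was chosen after the data were seen.

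The main test of splicing efficiency was the edgeR (4.0.16) quasi-likelihood test in R 4.3.3. Each library gave a column of split and a column of unsplit reads, both junctions summed. The design had a term per library, a term for unsplit reads and a term for unsplit reads in the knockdown, which was tested. A log2 odds ratio above 0 means more unsplit reads per split read in the knockdown. Introns needed at least 10 split and 10 unsplit reads over the libraries, both columns of a library had the same library size, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. A read that spans an intron is counted at both of its junctions, so single junctions were also tested alone. Reads summed over a gene's introns were tested with the same model. The median tested intron had 201.5 junction reads per library with both junctions summed. Since reads that span an intron enter this sum at both junctions, it overstates the number of separate reads. The simulated data described below counted each split read at both junctions as well. Unsplit reads were drawn there separately at each junction, so unsplit reads that cross both junctions of a short intron were not simulated. The simulated rate of false calls may therefore not hold for the shortest introns, and introns called lower had a median length of 131 nt. Spliced reads per gene were split reads at 5′ junctions over a gene's introns, tested with edgeR, TMM normalization and its default expression filter. Gene lists were tested with fry from limma 3.58.1, with camera as an alternative, for SON-dependent transcripts, pluripotency genes, p53 targets, splicing regulators and 2-cell-like genes. Differences between library means used exact two-sided permutation tests, which cannot reach 0.05 with 2 against 2. DESeq2 1.42.0 and limma served as alternatives.

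Long reads were scaled to the library total (CPM), and ratios used a pseudocount of 0.5 reads and at least 20 reads over both libraries. Shares have 95% Wilson intervals from scipy 1.17.1. Fisher's exact test with Benjamini-Hochberg adjustment on the reads of both libraries called 991 of 13807 transcripts; it compares those libraries only. A count of 3 was taken as the floor below which no fold is given.

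The introns named are the 5 with the largest fall and the 5 with the largest rise in mean splicing efficiency among those called, with groups that do not overlap, at least 50 reads in every library and at most 1 per gene. The genes named are the 5 largest rises and falls in spliced reads among those called with a mean of at least 100 reads. *Son*, up to 5 members per list with an adjusted p under 0.05 over the list alone, and the 3 largest rises and falls among transcripts with at least 50 long reads are named as well. Some list members that meet this rule are not reported here. These rules, the tests, the gene lists and the alternatives were fixed before the data were examined, except where stated. The alternatives were single junctions, higher or no read minimums, other tools and scalings, a replicate block, a minimum change of 0.1 in splicing efficiency, and leaving out each library in turn, which leaves 1 library in a group and so gives values without a call.

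The tests were run first on simulated counts drawn from the real means and library sizes. Of 194 introns with a 4-fold change in unsplit reads among 61455, the edgeR test called 58 (29.9%), with 4 false calls, and 4.54% of unchanged introns had an unadjusted p under 0.05. On the same data limma on the log odds called 0. Of 200 genes with a 2-fold change in spliced reads among 9469, 187 (93.5%) were called, with 2 false calls. Replicates were checked for duplication: the chi-square per degree of freedom between replicates was 2.90 for the controls and 9.21 for the knockdown libraries, so all were counted as separate samples.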

Results

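RNA was measured in E14 mouse embryonic stem cells (129/Ola background) 24 hours after transfection with an siRNA against *Son* or with a control siRNA. *Son* codes for a nuclear protein of the splicing machinery. Ribosomal-RNA-depleted total RNA was sequenced from 2 control and 2 knockdown samples, and polyadenylated RNA was sequenced as Nanopore long-read cDNA from 1 control and 1 knockdown sample. For total RNA, the deposited tables list for each intron the reads that cross its junctions split (spliced) or unsplit (unspliced). The fraction of split reads over both junctions of an intron is its splicing efficiency. The control libraries held 16012286 and 10640247 split reads at 5′ junctions, and the knockdown libraries held 14978479 and 10556187. They listed 79975 and 73923 introns in the controls and 79778 and 73180 in the knockdown. Of 85015 introns listed in any library, 68322 were listed in all 4, in 9989 genes. The long-read tables held 3080426 reads for the control and 1874851 for the knockdown.

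The first question was whether *Son* RNA was lower in the libraries labelled as knockdown. *Son* (ENSMUSG00000022961, chromosome 16) had 4376 and 3251 spliced reads over 9 introns in the control libraries and 1380 and 1061 in the knockdown libraries. This corresponded to 298.5 ± 22.0 CPM (counts scaled to the library total) in controls and 97.8 ± 6.08 in the knockdown (SD, n = 2 each). The log2 fold change was −1.61 (standard error 0.087; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 3.72e-10). Leaving out each library in turn gave values from −1.68 to −1.54. In the long reads, *Son* had 217 reads in the control library and 37 in the knockdown library. Scaled to the library total, these were 70.4 CPM (95% Wilson interval 61.7 to 80.5) and 19.7 CPM (14.3 to 27.2). Of the 5 *Son* transcripts with at least 20 reads, 4 had log2 ratios from −1.89 to −1.19, and ENSMUST00000114037 fell from 39 to 3 reads. There was 1 long-read library per group and no replicate check.

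The main question of the design was whether the knockdown changed intron splicing. Mean splicing efficiency over the 68322 introns listed in all 4 libraries was 0.903 and 0.893 in the control libraries and 0.893 and 0.875 in the knockdown libraries. The group means were 0.898 ± 0.0073 and 0.884 ± 0.012 (SD, n = 2 each). The difference of −0.0139 was about as large as the spread between replicates when libraries were not paired, with an exact two-sided permutation p of 0.667; the smallest p this design allows is 0.33. Without knockdown replicate 2 the difference was −0.0052, and without knockdown replicate 1 it was −0.0227. The medians (0.939 ± 0.0052 and 0.933 ± 0.0074, SD, n = 2 each) also differed by about as much as the replicates did.

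Single introns were then tested for a change in the ratio of unsplit to split reads, with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment. Of 63309 introns tested, 1112 had an adjusted p under 0.05, and 1084 of these had lower splicing efficiency in the knockdown while 28 had higher. At an unadjusted p under 0.05 there were 5135 lower and 1019 higher introns. Both knockdown libraries lay on the same side of both control libraries in 37.3% of all tested introns, where chance gives 33.3% for 2 against 2, and in each of the 1112 called introns. Among the introns called lower, the median change in splicing efficiency was −0.174. Their median splicing efficiency was 0.941 in controls and 0.762 in the knockdown. They lay in 511 genes, of which 244 had at least 2. The largest number in 1 gene was 24, in *Hspg2*, a gene named after its values were seen. The number of calls depended strongly on the method: limma on the log odds called 0 introns, with 5773 at an unadjusted p under 0.05, while the same model in DESeq2 called 321, of which 319 were lower. Scaling the split and unsplit reads separately moved the median log2 odds ratio of all tested introns from 0.12 to −0.01, and gave 1079 introns lower and 56 higher, with 1008 of these calls among the 1112.

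The introns with the largest falls, among those with at least 50 reads in every library, were in *Dgat1*, *Med12*, *Zfp512b*, *Ano8* and *Ptprn*. Positions are those of the deposited tables, whose genome build the labels do not name. Intron 9 of *Dgat1* (ENSMUSG00000022555, chromosome 15, 76387629 to 76387717) fell from 0.873 ± 0.030 to 0.260 ± 0.081 (SD, n = 2 each). Its log2 odds ratio for unsplit reads was 4.33 (standard error 0.642, adjusted p = 9.14e-07, edgeR). It rested on 35 unsplit and 265 split junction reads in controls and 111 and 40 in the knockdown. Intron 17 of *Med12* (ENSMUSG00000079487, chromosome X, 100325707 to 100326006) fell from 0.855 ± 0.064 to 0.272 ± 0.013, and its log2 odds ratio was 4.06 (adjusted p = 1.74e-06). Its unsplit reads were uneven, with 27 in controls and 140 in the knockdown at the 3′ junction, against 4 and 19 at the 5′ junction. The summed value thus rests mostly on the 3′ junction and may not measure loss of splicing of the whole intron. For intron 3 of *Zfp512b* (ENSMUSG00000000823, chromosome 2, 181231975 to 181232262) the values were 0.880 ± 0.0033 and 0.306 ± 0.018, with a log2 odds ratio of 4.04 (adjusted p = 6e-09). The splicing efficiency of intron 9 of *Ano8* (ENSMUSG00000034863, chromosome 8, 71935055 to 71935150) was 0.867 ± 0.126 in controls and 0.303 ± 0.203 in the knockdown (log2 odds ratio 4.11, adjusted p = 0.000277). That of intron 14 of *Ptprn* (ENSMUSG00000026204, chromosome 1, 75229804 to 75229903) was 0.727 ± 0.096 and 0.169 ± 0.158 (log2 odds ratio 3.83, adjusted p = 0.000192). Counted at the 5′ junction alone, the introns of *Med12* and *Ano8* had adjusted p-values of 0.0699 and 0.0526. Limma gave the largest adjusted p of the alternatives for each of these 5 introns, from 0.255 to 0.282.

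The largest rises were smaller. Intron 2 of *Klhl8* (ENSMUSG00000029312, chromosome 5, 104020041 to 104022068) rose from 0.868 ± 0.049 to 0.989 ± 0.016 (adjusted p = 0.0239, edgeR). Intron 33 of *Ubr3* (ENSMUSG00000044308, chromosome 2, 69843559 to 69846475) rose from 0.883 ± 0.081 to 0.980 ± 0.020 (adjusted p = 0.0484), and intron 4 of *1810030O07Rik* (ENSMUSG00000044148, chromosome X, 12529069 to 12530738) rose from 0.915 ± 0.023 to 0.989 ± 0.0056 (adjusted p = 0.0477). In intron 1 of *Ino80e* (ENSMUSG00000030689, chromosome 7, 126461190 to 126461445) no split read was listed in the controls, against 196 unsplit reads, and the knockdown libraries held 26 split and 148 unsplit reads. Intron 1 of *Gm26590* (ENSMUSG00000097533, chromosome 14, 52439748 to 52442282) likewise had 0 split and 182 unsplit reads in controls and 16 and 200 in the knockdown. No fold is given for the latter 2, since a count of 0 has no ratio. Unsplit reads were uneven in *Ubr3*, with 27 in controls and 6 in the knockdown at the 5′ junction, against 1 and 1 at the 3′ junction. In *Ino80e* they were 158 and 120 at the 5′ junction, against 38 and 28 at the 3′ junction. The summed values of these introns thus rest mostly on the 5′ junction. The rises in *Klhl8*, *Ubr3*, *1810030O07Rik* and *Gm26590* were not called in DESeq2, with adjusted p-values from 0.231 to 0.306. At the 5′ junction alone the rises in *Ino80e*, *Klhl8*, *Ubr3* and *1810030O07Rik* were not called either, with adjusted p-values from 0.0786 to 0.462, the last being the largest over all alternatives.

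**Figure D1:**
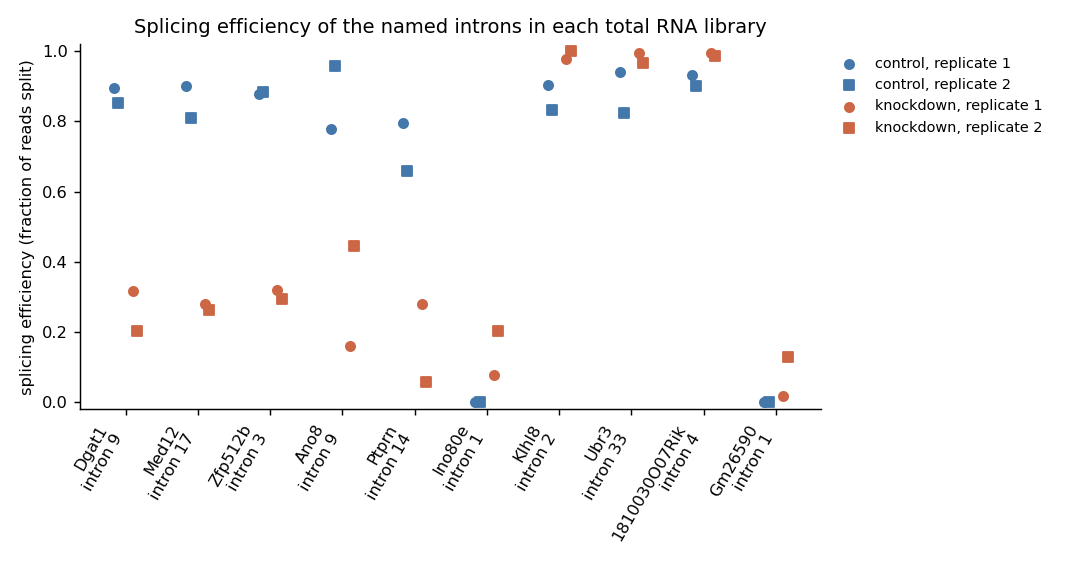
Splicing efficiency (fraction of junction reads that were split, vertical axis) of the 10 named introns (horizontal axis), 1 point per total RNA library, controls in blue and knockdown in orange, circles for replicate 1 and squares for replicate 2. The control libraries of the *Dgat1* intron averaged 0.873 and its knockdown libraries 0.260, and in each of the 10 introns both knockdown libraries lay on the same side of both controls.

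Splicing efficiency was also tested per gene, over all listed introns of a gene. Of 9370 genes, 666 were called (edgeR, adjusted p under 0.05), 654 lower and 12 higher, with a median change of −0.0781 among the lower ones. Of the 654, 423 also had an intron called lower. Scaling split and unsplit reads separately gave 672 lower and 82 higher genes.

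The next comparison asked which genes changed in their spliced reads, as a measure of mature RNA. Of 9474 genes tested, 826 were called (edgeR with TMM, adjusted p under 0.05), of which 186 had more and 640 had fewer spliced reads in the knockdown. A change of at least 2-fold was seen in 11 and 114 of them. The setting that moved these numbers most was the use of only the best covered intron of each gene, which called 35 genes with more and 252 with fewer spliced reads. The share of genes with more spliced reads among those called was 22.5% in the main setting and 12.2% with the best covered intron. The largest falls with at least 100 spliced reads on average were in *Ppp1r35* (15.8 ± 0.11 to 3.96 ± 0.52 CPM, SD, n = 2 each; log2 fold change −2.01, standard error 0.218), *Pgghg* (−1.90), *Tk1* (−1.85), *Ppm1m* (−1.73) and *Gnptg* (−1.72), with edgeR adjusted p-values of at most 2.66e-05. The largest rises were in *Dglucy* (5.84 ± 0.34 to 13.3 ± 3.45 CPM; log2 fold change 1.17, standard error 0.227), *Slc15a2* (1.09), *Fnbp4* (0.91), *Fam214a* (0.87) and *Fblim1* (0.84), with edgeR adjusted p-values of at most 0.00198. *Slc15a2* and *Fam214a* were not called from their best covered intron alone, with adjusted p-values of 0.103 and 0.196, the largest over their alternatives.

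Genes with an intron called lower more often had fewer spliced reads. Of 504 such genes in the test, 330 (65.5%) were called with fewer spliced reads and 1 (0.198%) with more. Of the other 8970 genes, 310 (3.46%) were called with fewer and 185 (2.06%) with more. The median log2 fold change was −0.48 in the former and 0.02 in the latter. Split reads enter both measures, so they are not independent.

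**Figure D2:**
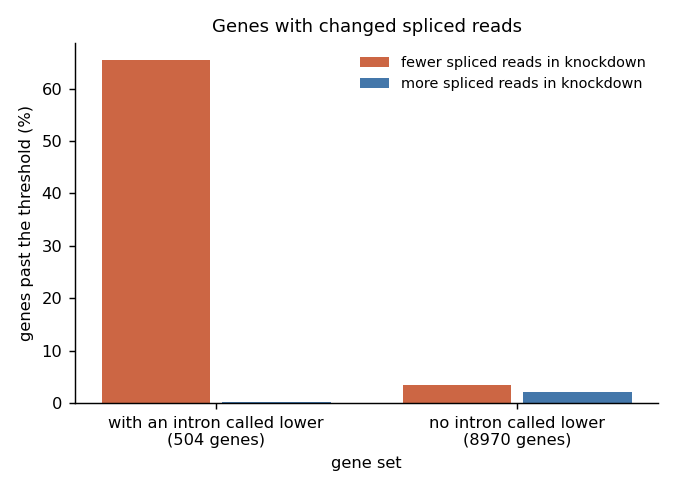
Percentage of genes (vertical axis) called with fewer (orange) or more (blue) spliced reads in the knockdown, among the 504 genes with an intron called lower and the 8970 other genes (horizontal axis). Fewer spliced reads were called in 65.5% of the former and 3.46% of the latter.

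Gene lists fixed before the data were examined were tested on the spliced reads with fry, adjusted over the 4 lists that could be tested. The 13 transcripts listed as dependent on SON fell, with a median log2 fold change of −0.29 and 11 of 13 lower (adjusted p = 0.00904 with fry, and 2e-06 with camera at its preset correlation of 0.01). Of the 13, 6 passed an adjusted p of 0.05 over all genes and 7 when adjusted over the list alone. The 6 fell, and the 1 that passed over the list alone only rose, with a log2 fold change of 0.30 (edgeR adjusted p over the list alone 0.0426). Among those that passed both were *Med24* (log2 fold change −0.70), *Akt1* (−0.64) and *Hdac6* (−0.36), and *Med24* and *Hdac6* each had an intron called lower. The median of the 17 pluripotency genes was −0.10 (fry adjusted p = 0.555), and 0.03 without knockdown replicate 2. In that list *Tfcp2l1* (0.23) and *Fgf4* (−0.39) passed the threshold over all genes and adjusted over the list alone. The 15 p53 target genes had a median of 0.08 (fry adjusted p = 0.555) and 0 members passed either threshold, while *Ccng1* and *Zmat3* had unadjusted p-values of 0.0317 and 0.0210 (edgeR). The median was 0.21 without control replicate 2. The 26 splicing regulators had a median of −0.01 (fry adjusted p = 0.437), and 0.03 without control replicate 2. Of them, *Clk2* (−1.08, with 3 introns called lower), *Tra2a* (−0.37) and *Srrm2* (0.30) passed both thresholds. Of these lists, camera also called the SON-dependent one only. None of the 18 genes of the 2-cell-like list was listed in any library, where a listing needs at least 10 reads at each junction of an intron, so that list was not tested.

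Tested introns were divided into 5 bins of equal size by length to ask whether the change in splicing efficiency depended on it. In the shortest bin (37 to 283 nt) mean splicing efficiency was 0.898 ± 0.0090 in controls and 0.856 ± 0.015 in the knockdown (SD, n = 2 each), a change of −0.0421. In the longest bin (3087 to 186913 nt) it was 0.890 ± 0.0070 and 0.887 ± 0.012, a change of −0.0033, which is within the spread. Introns called lower made up 6.53% of the shortest bin and 0.111% of the longest. Their median length was 131 nt, against 1128 nt for all tested introns. The difference between the shortest and the longest bin within a library was 0.0075 ± 0.0020 in controls and −0.0313 ± 0.0024 in the knockdown (SD, n = 2 each). The change of −0.0388 was larger than the spread between replicates, with an exact two-sided permutation p of 0.33, the smallest this design allows. Introns with at least 100 reads in every library gave −0.0248.

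**Figure D3:**
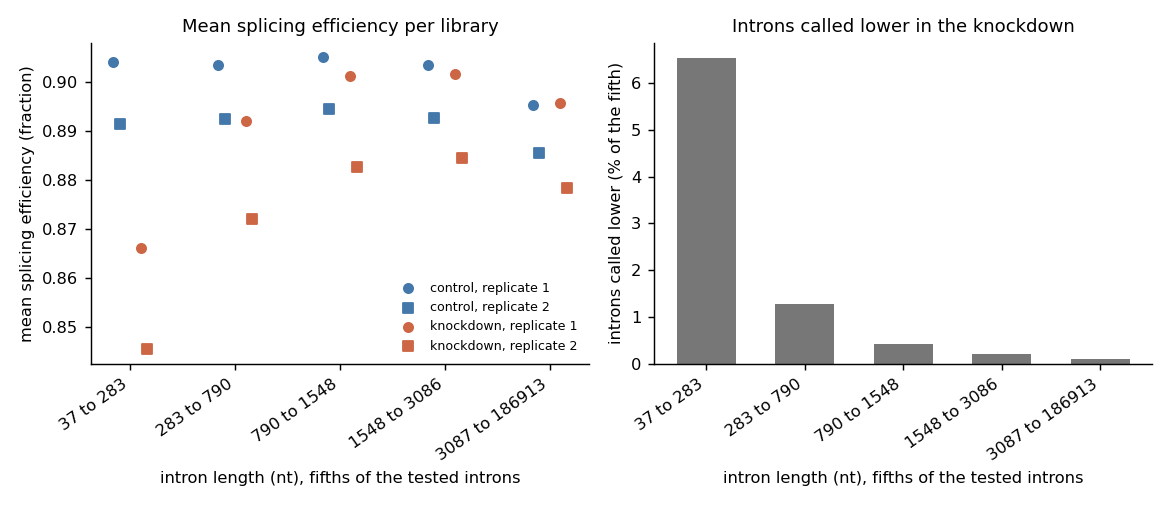
Left, mean splicing efficiency (fraction, vertical axis from below 0.85, not from 0) per total RNA library in 5 bins of intron length (nt, horizontal axis), controls in blue, knockdown in orange, circles for replicate 1 and squares for replicate 2. Right, the percentage of each bin called lower in the knockdown, from 6.53% in the shortest to 0.111% in the longest.

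The long reads were used to ask whether polyadenylated transcripts with retained introns became more frequent. With 1 library per group, the tests below compare those libraries and not the conditions, and intervals cover counting error only. Of the reads on annotated transcripts, 6.24% (95% Wilson interval 6.21 to 6.27) lay on retained-intron models in the control library and 6.64% (6.60 to 6.67) in the knockdown library. The rise was 0.397 percentage points, and 0.478 without the 100 most abundant transcripts. For sets of genes, only reads on retained-intron and protein-coding models were counted, in genes with reads on both kinds. These shares thus have another denominator than those over all annotated transcripts. In the 364 genes with both an intron called lower in total RNA and reads on a retained-intron model, the share rose from 16.8% (16.4 to 17.1) to 22.9% (22.4 to 23.5). In the 4591 other tested genes with such models it rose from 10.7% (10.6 to 10.7) to 11.3% (11.3 to 11.4). Relative to the library total, retained-intron reads were 8.58% more in the former and 6.12% more in the latter. The protein-coding reads of the former changed by −26.4% and those of the latter by −0.764%.

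**Figure D4:**
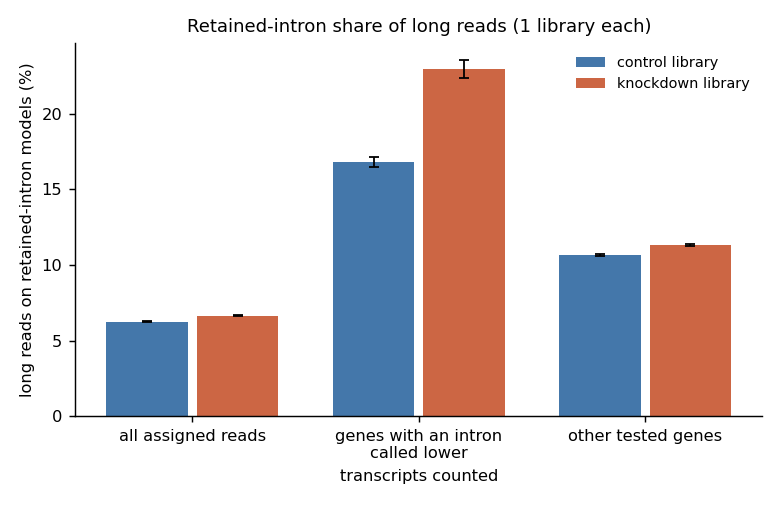
Percentage of long reads on retained-intron transcript models (vertical axis) in the control (blue) and knockdown (orange) library, 1 library each, over all assigned reads and over 2 sets of genes (horizontal axis); error bars are 95% Wilson intervals. For the 2 sets of genes, only reads on retained-intron and protein-coding models were counted. In genes with an intron called lower in total RNA the share was 16.8% in the control and 22.9% in the knockdown library.

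Among 13807 transcripts with at least 20 long reads over both libraries, 436 were at least 2-fold higher in the knockdown library and 834 at least 2-fold lower, on the log2 scale with a pseudocount of 0.5 reads. With a pseudocount of 5 these numbers were 195 and 449. The largest rises among transcripts with at least 50 reads were a processed transcript of *Gpx4* (ENSMUST00000144698, 20 to 94 reads), a nonsense-mediated decay model of *Nubp2* (ENSMUST00000234352, 15 to 54 reads) and a protein-coding transcript of *Mrpl20* (ENSMUST00000185148, 17 to 43 reads), with log2 ratios of 2.91, 2.52 and 2.02. The largest falls were protein-coding transcripts of *Mical1* (ENSMUST00000019967, 49 to 5 reads), *Sap30* (ENSMUST00000034022, 129 to 15 reads) and *Kmt2b* (ENSMUST00000006470, 49 to 6 reads), with log2 ratios of −2.49, −2.36 and −2.24.

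Across the 8006 genes with at least 20 long reads, the long-read log2 ratio correlated with the total RNA log2 fold change of spliced reads with a Spearman rho of 0.267 and a Pearson r of 0.323 (permutation p = 0.0001, the smallest that 10000 permutations can give). Genes are not independent replicates. The labels name a total RNA knockdown sample as starting material of the long reads, so the assays may share RNA and are not shown to be independent. The rho was 0.263 with replicate 1 of the total RNA groups only and 0.207 with replicate 2 only. Of 756 genes called in total RNA with enough long reads, 606 (80.2%) moved in the same direction relative to the median gene. The median long-read log2 ratio was −0.45 in 591 genes with fewer spliced reads and 0.25 in 165 with more.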

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

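The excess of introns with lower splicing efficiency held under each alternative that made calls, but their number did not. From 1112 called introns (1084 lower, 28 higher), the 5′ junction alone gave 232 (231 lower, 1 higher) and the 3′ junction alone 322 (319 lower, 3 higher). Of these, 222 and 300 were among the 1112. Single junctions hold fewer reads per intron and fewer introns met the minimum, 50021 and 52435 against 63309. The sum counts spanning reads at both junctions and so overstates depth, and how much of the drop this makes up was not tested. DESeq2 gave 321 (319 lower, 2 higher), each among the 1112. Limma on the log odds gave 0 called introns and 0 called genes, 0 lower and 0 higher in each, with 5773 introns and 1239 genes at an unadjusted p under 0.05. It also called 0 of 194 changed introns in the simulated data, so its count says little about the real introns. With at least 100 reads in every library 844 introns were called, with no read minimum 1094, and with every library thinned to the same number of reads, an alternative added after the data were seen, 963. The count of higher introns was the least stable: 56 with split and unsplit reads scaled separately, 46 with a replicate block and 8 with a minimum change of 0.1. The cause was not tested.

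For genes, the number with changed splicing efficiency moved from 666 to 1018 with a replicate block and to 262 (260 lower, 2 higher) with a minimum change of 0.1, which by construction keeps fewer. The 12 higher genes became 5 at the 3′ junction alone, 4 in DESeq2, 82 with separate scaling and 53 with a replicate block; the cause was not tested. The number with changed spliced reads moved from 826 (186 more, 640 fewer) to 287 (35 more, 252 fewer) with the best covered intron only, which uses fewer reads. With introns listed in any library it was 362 (38 more, 324 fewer), and the share with more spliced reads among the calls was 10.5% against 22.5%. In this setting an intron not listed in a library counted as having no reads there, although a listing needs at least 10 reads at each junction. How much of the drop this makes up was not tested. Of these calls, 278 and 344 were among the 826.

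The samples share only their replicate numbers: the correlation of same-numbered deviations was 0.0058, with 2 pairs. With the replicate number as a block, 1626 introns (1580 lower, 46 higher), 1018 genes for splicing efficiency (965 lower, 53 higher) and 1000 genes for spliced reads (254 more, 746 fewer) were called, and 1111 of the 1112 introns were among them. The block changed no call of a gene list, a named intron, a named gene or *Son*. The difference in mean splicing efficiency between same-numbered libraries was −0.0103 for replicate 1 and −0.0175 for replicate 2, both negative, with the same mean of −0.0139 as without pairing. Replicate 2 was lower than replicate 1 in both groups and also had fewer reads, so part of the spread within groups goes with the replicate number.

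Leaving out each library in turn moved the difference in mean splicing efficiency between −0.0227 and −0.0052 and the *Son* log2 fold change between −1.68 and −1.54. The list medians ranged from −0.35 to −0.28 for SON-dependent transcripts, from −0.13 to 0.03 for pluripotency genes, from 0.06 to 0.21 for p53 targets and from −0.11 to 0.03 for splicing regulators. The pluripotency median reversed to 0.0253 without knockdown replicate 2 and that of the splicing regulators to 0.0250 without control replicate 2, so neither has a stable direction.

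The difference between short and long introns ranged from −0.0406 to −0.0371 when each library was left out, and on the log2 odds scale from 0.501 to 0.559 around 0.530. It was −0.0248 with at least 100 reads in every library and −0.0364 with no read minimum. Within 5 bins of flanking-exon GC content, added after the data were seen, it was 0.00177 in the lowest bin, where the direction reversed, then −0.00759, −0.0283, −0.0497 and −0.0665. The difference by GC content itself, from −0.0370 to −0.0316 over the fits that each left out 1 library (0.44 to 0.50 on the log2 odds scale), was −0.0227 with at least 100 reads in every library. The cause was not tested.

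In the long reads, the 436 higher and 834 lower transcripts became 195 and 449 with a pseudocount of 5, which shrinks low counts, 19 and 115 with at least 100 reads, which leaves 4841 transcripts, and 204 and 413 when summed per gene. The rise in retained-intron share was 0.478 points without the 100 most abundant transcripts. The correlation with total RNA ranged from 0.207 to 0.316.

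Of the 70 values of the 10 named introns under other settings, 24 were weaker, and none reversed. Of the 70 values of the 10 named genes, 3 were weaker and none reversed. With each library left out, 11 of 40 intron values and 14 of 40 gene values moved by more than their standard error, and none reversed. The 8 other values of *Son* kept direction and, where tested, call. At this depth and with 2 libraries per group, 42% of simulated 4-fold rises in unsplit reads of single introns were called; depth was not tested apart from the number of libraries. The other settings listed for intron GC content and splice site strength were not run, for want of a sequence in the build of the tables.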

Other observations

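Each hypothesis below was formed on these libraries and tested on them; the tests of unsplit reads alone, of short against long introns within genes, of long introns in genes with and without short ones, of neighbouring introns and of retained-intron reads per library total were chosen only after the results were seen, and separate scaling, an alternative set beforehand, was read as a test only then.

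More introns had lower than higher splicing efficiency in the knockdown. In the simulated data, 42% of 4-fold rises in unsplit reads were called, against 29.9% of 4-fold rises and falls together. The test thus found rises more readily than falls, and how much of the excess this makes up was not tested. The tables argue against several other technical causes of this excess. With all libraries thinned to the same number of reads, 97.9% of 963 called introns were lower, so library size does not account for it. With split and unsplit reads scaled separately, which removes any rise shared by all introns, 95.1% of 1135 were lower. A loss of spliced RNA alone would leave unsplit reads as they were, but in a fit of unsplit reads only, 468 introns rose and 14 fell of 62672. Whether unsplit reads rose along whole genes stays partly open. Only 2 of 61002 introns rose relative to the other introns of their gene, as a gene-wide rise would give. At an unadjusted p under 0.05, 1181 rose and 1314 fell in this test. Each intron was set against its own gene, so a balance of rises and falls is built in and does not bear on the cause. That test called 56.7% of simulated 4-fold rises in single introns but 0 of 190 introns with a 2-fold change, so smaller departures cannot be told apart from a gene-wide rise. It is not the whole cause: within 3674 genes with both kinds, introns of at most 283 nt rose more in unsplit odds than introns of at least 790 nt, by 0.107 on the log2 scale, and by 0.0908 in the control and knockdown pair with the smallest difference. Short introns rose more in 2096 of the 3674 genes (57.0%). Part of the rise in unsplit odds was shared by the introns of these genes. Their long introns rose by a mean of 0.168 (median 0.088). Long introns in 4395 genes without an intron of at most 283 nt rose by a mean of 0.029 (median 0.012). The difference in means was 0.139, from 0.096 to 0.181 over library pairs, and any shift common to all introns drops out of it. These odds also rise when split reads fall along a gene. Unsplit reads alone were not compared between these sets of long introns, so a gene-wide rise in unsplit reads is not shown. The share of the excess of called introns that is gene-wide was not measured.

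Short introns lost more splicing efficiency than long ones, and so did introns between GC-rich exons. Mean splicing efficiency changed by −0.0014 in the lowest bin of flanking-exon GC content and by −0.0357 in the highest, and called-lower introns rose from 0.0641% to 4.33% of the bin. The difference between the highest and lowest bin was −0.0026 ± 0.0030 in controls and −0.0368 ± 0.0038 in the knockdown (SD, n = 2 each). The change by GC content was small in long introns. In the longest bin of length it was −0.0024 in the lowest GC bin and −0.0050 in the highest. In the shortest bin of length these values were −0.0019 and −0.0671. Starting efficiency is not the whole cause, since short introns lost more in each of 5 bins of control splicing efficiency and in each library pair, by −0.0111 in the group means of the bin with the smallest difference and by −0.0101 in its closest library pair. GC content of the flanking exons is not the whole cause either: the difference was −0.0665 in the highest bin of GC content, and it was negative in all library pairs of 4 of the 5 GC bins, but in the lowest bin it was 0.00177, and short introns did not lose more there. Short introns in genes with and without a long one were also compared. The 2292 introns of at most 283 nt in genes without an intron of at least 790 nt lost more. Their change differed by −0.0276 (from −0.0286 to −0.0266 over library pairs) from that of the 10403 in genes with one. Lengths below 283 nt were not matched between these sets, so the comparison cannot decide whether length alone is the cause. Within the highest bin of GC content the shares called lower were close, 10.3% and 10.1%. These sets of introns also differed in median GC content (55.5% and 53.3%) and in mean control splicing efficiency (0.873 and 0.903), so the difference is not shown to come from the genes' long introns. As a hypothesis, short introns between GC-rich exons may depend most on *Son*; amplification or fragment bias that acts on GC-rich unspliced RNA in the knockdown only was not tested.

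Introns called lower lay next to each other. In 230 genes with at least 2 called and 2 other tested introns, 303 pairs of neighbouring tested introns were both called. A permutation test that shuffled the calls within genes 10000 times gave 180.5 ± 9.25 pairs (SD over shuffles; p = 0.0001, the smallest these shuffles can give), and permutation within genes and length class gave 186.5 ± 8.98 (p = 0.0001). Random placement therefore does not account for the pairs, and neither does the clustering of introns of at most 283 nt, the only length class used. Lengths below 283 nt, flanking-exon GC content and read depth were not held fixed, so clustering of the shortest introns is not excluded. A loss of splicing over stretches of a gene may account for the pairs. Fragments that span both introns of a pair and are counted at each were not excluded.

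Genes with an intron called lower had fewer spliced reads, and the called introns' own reads do not account for it. With each intron at an unadjusted p under 0.05 for lower splicing efficiency left out, the spliced reads of the remaining introns changed by a median of −0.27 on the log2 scale in 439 such genes, against 0.04 in 7470 others. The difference was −0.314, from −0.345 to −0.279 over library pairs, and 82.9% of the 439 genes fell, against 41.0% of the others. In the long reads, the median log2 ratio was −0.38 in 463 genes with an intron called lower and −0.01 in 7415 others. Lower production and faster loss of partly spliced RNA both remain possible explanations, as neither was measured.

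The retained-intron share of long reads rose by 0.397 percentage points between 1 control and 1 knockdown library, with no replicate check. Shorter reads would also move reads to shorter protein-coding models, but the share on those changed by −0.0894 points. The read-weighted mean transcript length was 2420 nt in the control and 2313 nt in the knockdown library. The calls in total RNA came from other libraries, but per the labels the long reads may come from the same RNA. The assays are thus not shown to be independent. Genes with an intron called lower in total RNA rose by a mean of 4.78 points (235 genes, of which 68.9% rose). Other genes rose by 0.253 (3298 genes, of which 48.7% rose). The difference of 4.52 points had a permutation p of 0.0001, the smallest 10000 permutations of genes can give, and genes are not independent replicates. A loss of the protein-coding reads of genes with an intron called lower gives such a difference without more retained-intron reads. Relative to the library total, their protein-coding reads changed by −26.4%. The log2 change of their retained-intron reads was 0.033 higher than in other genes, within counting error (95% interval −0.021 to 0.087). Genes with a called intron added 0.0204 of the percentage points by which retained-intron reads rose among all reads, and the other tested genes 0.312. Whether introns called lower are retained more often in polyadenylated RNA stays open, because the share alone cannot be told apart from this loss and there was 1 library per group.

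*Son* itself had lower splicing efficiency in the knockdown. All 9 of its tested introns had log2 odds ratios above 0, from 0.71 to 1.76, and 4 were called. Its unsplit reads changed from 1010 to 815 while the log2 fold change of its spliced reads was −1.61, so its lower splicing efficiency goes with a loss of spliced RNA. *Son* is the target of the siRNA, and a loss of its spliced RNA lowers this fraction without any change in splicing. The values are thus no evidence that splicing of *Son* changed, and no test of the cause was run.

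A single junction held many unsplit reads in 1 library. In an intron of *Gm19553* (chromosome 17, 35820298 to 35821278), knockdown replicate 1 had 17423 unsplit reads at the 5′ junction and 14 at the 3′ junction, which was 1.79% of that library's unsplit 5′ reads. The intron was listed in that library only and entered no test. Introns listed in both knockdown libraries and in neither control numbered 625, and the reverse 690.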
